# The Possible Role of Complete Loss of Myostatin in Limiting Excessive Proliferation of Muscle Cells (C2C12) via Activation of MicroRNAs

**DOI:** 10.3390/ijms20030643

**Published:** 2019-02-02

**Authors:** Peixuan Huang, Daxin Pang, Kankan Wang, Aishi Xu, Chaogang Yao, Mengjing Li, Wenni You, Qiushuang Wang, Hao Yu

**Keywords:** MSTN, RNA-seq, miRNA-seq, transcriptomics, C2C12, RMS

## Abstract

Myostatin (MSTN) is a member of the TGF-β superfamily that negatively regulates skeletal muscle growth and differentiation. However, the mechanism by which complete MSTN deletion limits excessive proliferation of muscle cells remains unclear. In this study, we knocked out MSTN in mouse myoblast lines using a Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR/Cas9) system and sequenced the mRNA and miRNA transcriptomes. The results show that complete loss of MSTN upregulates seven miRNAs targeting an interaction network composed of 28 downregulated genes, including *TGFB1*, *FOS* and *RB1*. These genes are closely associated with tumorigenesis and cell proliferation. Our study suggests that complete loss of MSTN may limit excessive cell proliferation via activation of miRNAs. These data will contribute to the treatment of rhabdomyosarcoma (RMS).

## 1. Introduction

Myostatin (MSTN) [1], also known as growth/differentiation factor-8 (GDF-8), is a member of the TGF-β superfamily. In previous studies, MSTN has been confirmed to be a secreted growth factor expressed predominantly in skeletal muscle [2,3] and to negatively regulate myoblast growth and differentiation [4]. Moreover, MSTN also controls the activation and proliferation of satellite cells, the stem cells of skeletal muscle [5]. MSTN was first discovered in mice [1], but was later found to be highly conserved across species. Homozygous disruption of the *MSTN* gene [1] or naturally occurring *MSTN* gene mutations, e.g., in humans [6], mice [7], cattle [8] and sheep [9], result in widespread increases in skeletal muscle mass (the “double-muscled” phenotype) [10,11].

In contrast, rhabdomyosarcoma (RMS) [12] is a heterogeneous tumor that has been confirmed to develop as a result of genetic alterations in mesenchymal progenitor/stem cells, which express some markers of normal skeletal muscle but show an ability to proliferate indefinitely and do not completely differentiate into the muscle phenotype [13]. A previous study showed that MSTN is expressed and translated in the cultured RMS cell line originally derived from embryonic RMS cell lines, RD. The addition of exogenous recombinant MSTN inhibits the proliferation of RD cells cultured in growth media, consistent with the role of MSTN in normal myoblast proliferation inhibition [14]. However, the muscle development in *MSTN* mutation animals remains limited [15,16] whether the mutation is caused by natural mutations [8,11,17] or artificial induction [18], whereas the muscle of animals with RMS will exhibit indeterminate growth. MicroRNAs (miRNAs or miRs) are endogenous ~22-nt RNAs that can play critical roles in gene regulation by pairing to the messages of protein-coding genes to specify mRNA cleavage and suppress gene expression, resulting in the repression of productive translation or mRNA decay [19,20]. miRNAs have been implicated in many biological processes, such as tumorigenesis [21], stem cell differentiation [22] and organ development [23]. Recent research has shown that miRNAs also affect the proliferation and differentiation of skeletal myoblasts by interacting with MSTN [24,25]. Therefore, we suspected that the complete absence of the most important negative regulator of skeletal muscle development and growth, MSTN, would activate some miRNAs. Several of these miRNAs would target some genes that regulated the growth and development of myoblasts and trigger a negative feedback mechanism to suppress excessive skeletal muscle proliferation.

Hence, in this study, we knocked out the *MSTN* gene in mouse myoblasts using CRISPR/Cas9 [26] and acquired the sequencing data through RNA-seq and miRNA-seq with transcriptome data for RMS. We aimed to explore the potential relationship between miRNAs and muscle overgrowth resulting from the loss of *MSTN* by comparing the sequencing data between MSTN-knockout (KO) and RMS. Our findings suggest that *MSTN* may be a very promising therapeutic target for the treatment of myosarcoma caused by abnormalities in skeletal muscle development.

## 2. Results

### 2.1. Generation of MSTN-Knockout (KO) Cell Lines

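The mouse *Mstn* gene (ENSMUSG00000026100) lies on chromosome 1 of GRCm38 from 53061640 to 53068079 and has 3 exons in the GENCODE M21 annotation. Exon 3 runs from 53066251 to 53068079. Its coding part ends at 53066628, and the stop codon and 3′ UTR follow.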

We first selected exon 3 of *MSTN* as a potential target site for sgRNAs and designed a BbsI restriction site behind the U6 promoter. We then set a 3× FLAG tag ahead of a nuclear localization sequence (NLS) and *Streptococcus pyogenes* Cas9 nickase (nSpCas9) to observe the fluorescence of cells (Figure 1A). After the synthetic plasmid was transfected into C2C12 cells through electroporation, the cells containing *MSTN* sgRNA were identified with green fluorescence under a fluorescence microscope (Figure 1B). Upon agarose gel electrophoresis, wild-type (WT) cells demonstrated a 480-bp band for the *MSTN* PCR product, while the KO cells (C11) had two bands at 480 and 300 bp (Figure 1C). In addition, the sequencing data of genomic DNA extracted from WT cells and C11 cells confirmed that the target sequence of *MSTN* was effectively destroyed in C11 cells (Figure 1D). At the protein level, C11 cells showed a lack of MSTN protein compared to WT cells in Western blot analysis (Figure 1E).

### 2.2. Identification of Differentially Expressed Genes (DEGs) and Differentially Expressed miRNAs (DEMs) in MSTN-KO Cells

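The RNA-seq data came from C2C12 cells, a mouse line of myoblasts, the precursors of skeletal muscle fibres. There were 3 WT libraries and 3 libraries of the MSTN-KO line C11. Expression of *Mstn* was near 0 in all 6 libraries, at 0.0211, 0 and 0.0399 FPKM in WT replicates 1, 2 and 3 and at 0.0269, 0.0586 and 0.0390 FPKM in the MSTN-KO replicates. The groups did not differ (two-sided exact permutation test, p = 0.3, where 3 libraries against 3 cannot give less than 0.1), so *Mstn* RNA could not serve as a check of the labels. The sample labels give C11 as the strain of the WT libraries too, and their genotype was used for the grouping. The paper's methods and the series' design text name different models of the Illumina HiSeq system. The authors deposited FPKM values for the same 14548 genes in each library, without a stated aligner, genome build or gene filter, and every gene was above 0 in at least 1 library.
The FPKM values summed to 755704, 723705 and 764524 in the WT libraries and to 886387, 856314 and 999579 in the MSTN-KO libraries. Between 13340 and 13478 genes were above 0 in the WT libraries and between 13151 and 13212 in the MSTN-KO libraries. The number of fragments is unknown, but the smallest steps of genes under 0.1 FPKM gave the depth of each library relative to WT replicate 1. It was 1.12 (bootstrap interval 1.09 to 1.14) for WT replicate 2 and 1.098 (1.08 to 1.11) for WT replicate 3. For MSTN-KO replicates 1, 2 and 3 it was 0.856 (0.850 to 0.862), 1.02 (1.01 to 1.02) and 0.979 (0.966 to 0.990). The values were taken as log2(FPKM + 1) without further scaling and compared with limma, using its mean-variance trend. Fold changes on this scale understate the change of genes with low FPKM. The rhabdo and control groups and the miRNA libraries were not analysed here.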

We analyzed four types of sample groups in our experiments, including KO, wild-type (WT), RMS (rhabdo) and control groups, with three replicates of each group. Differentially expressed genes (DEGs) and differentially expressed miRNAs (DEMs) were obtained based on fragments per kilobase of exon per million mapped (FPKM) values representing the gene expression levels. 

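The comparison covered the 10837 genes with an FPKM of at least 1 in at least 1 of the 6 libraries. At an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, there were 131 upregulated and 249 downregulated DEGs in the libraries labelled MSTN-KO, 380 in all. With limma's Benjamini-Hochberg adjusted p in place of the unadjusted p, 129 upregulated and 244 downregulated DEGs remained. The labels number the replicates of both groups from 1 to 3. Deviations from the group means correlated across genes with a mean r of -0.0951 between libraries of the same number. Between libraries of different numbers it was 0.0474. Taking deviations from group means ties these averages to each other, so their contrast adds no separate evidence. The negative mean r of same-numbered libraries gave no sign of pairing by number across genes as a whole. A fit with the replicate number as a block gave 132 upregulated and 250 downregulated DEGs, against 131 and 249 without the block. A pseudocount of 0.1 in place of 1 moved the number of upregulated DEGs most among the alternatives set in advance, to 254, with 500 downregulated. Scaling each library to a sum of 1000000, which lowers the median log2 fold change of all genes, moved the downregulated DEGs most, to 510, with 92 upregulated.

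**Figure D1:**
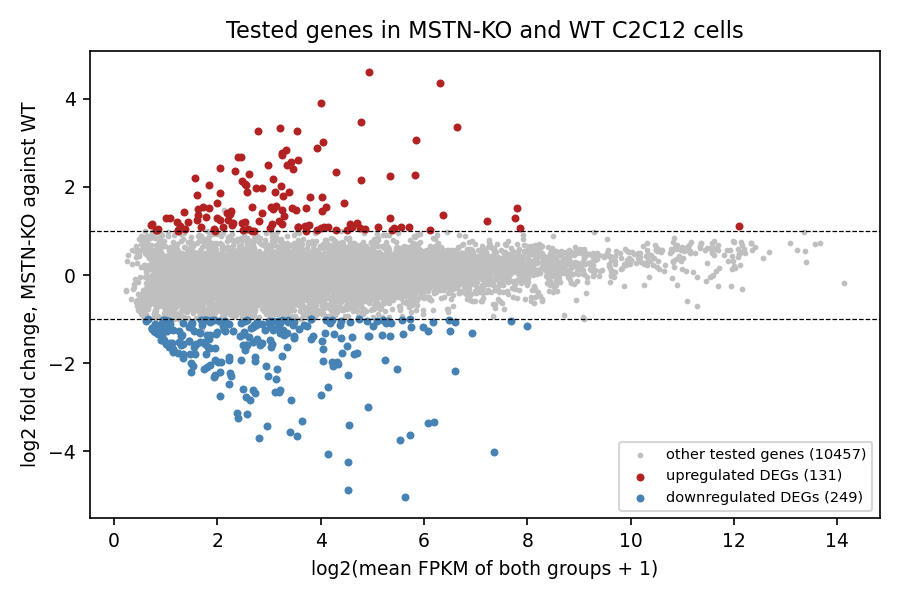
Each point is 1 of the tested genes, with the log2 of its mean FPKM + 1 over both groups on the x axis and its log2 fold change between MSTN-KO and WT on the y axis. The 131 upregulated DEGs are red, the 249 downregulated DEGs are blue, and dashed lines mark log2 fold changes of 1 and -1.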

A total of 1236 DEGs and 62 DEMs were obtained for the KO groups compared to the WT groups, including 721 upregulated DEGs, 515 downregulated DEGs, 24 upregulated DEMs and 38 downregulated DEMs, as shown in the hierarchical clustering heatmaps (Figure 2A). Compared to the control groups, the rhabdo groups had 682 upregulated genes and 827 downregulated genes. In addition, the expression of MSTN in the rhabdo group was significantly reduced from 13.94 to 8.36 compared to the control group, as shown in Figure 2B.

### 2.3. Identification of miRNA-Influenced DEGs

In total, 35 upregulated DEMs and 14 downregulated DEMs were screened under the evaluated criteria of gene differential expression level (*p* ≤ 0.05 and ≥2-fold change). We further predicted that 11 upregulated miRNA and one downregulated miRNA have targeted genes in DEGs through the NetworkAnalyst web server, as shown in Figure 3. All extensively overlapping DEMs are displayed in Table 1.

### 2.4. Functional Enrichment Analysis

To explore the pathways associated with the DEGs, MSTN-KO cell lines and rhabdo cell lines were subjected to enrichment analysis for KEGG pathways. 

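KEGG pathway lists were not used here. Gene families were listed by symbol in advance, and their members among the DEGs were counted against all 10837 tested genes with Fisher's exact test, one-sided for enrichment, with adjustment over 10 tests of 5 families in both directions. The axon guidance families (ephrins, netrins, semaphorins, slits and their receptors among them) had 52 tested genes. Of these, *Cxcl12* and *Ephb6* were among the upregulated DEGs (2 genes, odds ratio 3.30, exact p = 0.130, adjusted p = 0.326). The downregulated DEGs held *Ablim1*, *Epha1*, *Plxnb1* and *Sema3d* (4 genes, odds ratio 3.59, exact p = 0.0312, adjusted p = 0.104). With a pseudocount of 0.1, 4 axon guidance genes were upregulated (unadjusted p = 0.0332), and with quantile normalization 3 were (unadjusted p = 0.0472). Of 79 genes for cytoplasmic ribosomal proteins, 0 were upregulated DEGs and 0 downregulated DEGs. All 79 had a higher mean log2 value in the libraries labelled MSTN-KO than in WT, 62 of them with a limma adjusted p under 0.05. Their median log2 fold change was 0.56, and it stayed above 0 under every scaling tried, with 0.16 after quantile normalization as the lowest. Ribosomal protein genes held 22.7%, 23.4% and 23.8% of the summed FPKM in the WT replicates and 29.4%, 26.6% and 29.2% in the MSTN-KO replicates.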

In the MSTN-KO group, the most significant pathway among the top 10 enriched pathways for upregulated genes was axon guidance (Figure 4A), whereas the ribosome pathway was the most significant pathway among the top 10 enriched pathways in downregulated genes. Furthermore, we found 20 genes enriched in the PI3K-Akt pathway (Figure 4B), the inhibition of which enhances sensitivity to fas-mediated apoptosis in a human carcinoma cell line [27]. 

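The growth factors, receptors, collagens, laminins and kinases listed here for the PI3K-Akt pathway had 127 tested genes. In the libraries labelled MSTN-KO, 5 of them were downregulated DEGs (*Areg*, *Fgf21*, *Fgfr4*, *Lama2* and *Lamb3*), an odds ratio of 1.76 (p = 0.168, adjusted p = 0.336, one-sided Fisher's exact test). The upregulated DEGs held 6 (*Col6a1*, *Col6a2*, *Fgf7*, *Ngfr*, *Pdgfrb* and *Vegfd*), an odds ratio of 4.20 (p = 0.00436, adjusted p = 0.0218, the same exact test). This count was not followed under the alternatives. *Col6a1* and *Col6a2* are neighbours but count separately, and *Ngfr* only just passed, with a log2 fold change of 1.008. The result for the downregulated DEGs changed with the processing, to 8 genes (unadjusted p = 0.0085) after correction for gene length and GC content and to 11 genes (unadjusted p = 0.0326) with a pseudocount of 0.1. Over all 127 genes, 70 were higher and 57 lower.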

Inexplicably, the DEGs of the rhabdo group were not significantly enriched in any pathways and only one or two genes were enriched in each of the top 10 pathways (Figure 4C,D).

### 2.5. Differential Expression of Apoptotic Genes between the MSTN-KO and Rhabdo Groups

Upon overlapping the DEGs of the rhabdo and MSTN-KO groups, we found that only 19 upregulated genes and 24 downregulated genes were shared in both groups (Figure 5A). Next, we compared the apoptotic DEGs in the MSTN-KO and rhabdo groups. 

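The MSTN-KO libraries were compared with the WT libraries for the apoptotic genes, and the rhabdo group was not analysed here. *Fos* (chromosome 12, 85473890 to 85477273) had 17.3 ± 1.76 FPKM (SD, n = 3) in the libraries labelled MSTN-KO and 2.15 ± 0.828 FPKM in WT. Its log2 fold change was 2.57 (standard error 0.19, limma adjusted p = 1.43e-06), and it stayed between 2.34 and 2.74 with each library left out in turn. *Csf2rb* (chromosome 15, 78325752 to 78353847), the mouse gene taken for *CSF2B*, had 1.34 ± 0.531 FPKM in MSTN-KO and 0.161 ± 0.0555 FPKM in WT, a log2 fold change of 0.99 (standard error 0.20, limma adjusted p = 0.00431). It has a close paralog, *Csf2rb2*, with which the authors' counting could have shared reads. *Tnfrsf10b* (chromosome 14, 69767472 to 69784411) was lower in MSTN-KO, at 11.3 ± 1.14 against 15.5 ± 0.823 FPKM, a log2 fold change of -0.43 (standard error 0.14, limma adjusted p = 0.0454). This call was lost when any library was left out, with the replicate block (adjusted p = 0.0767), without the filter on low values (0.0612) and without limma's trend (0.0513). It was kept with the length and GC correction (adjusted p = 0.0182), also together with the block (0.0316), with scaling by the percentile 75 (0.0231) or to 1000000 (0.0051), and narrowly with the other settings (0.0453 to 0.0478). Chromosome 14, where it lies, had a median log2 fold change of -0.29 over its 367 tested genes. The difference for *Atf4* was within the spread between replicates, at 377 ± 54.7 FPKM in MSTN-KO and 327 ± 11.9 FPKM in WT (log2 fold change 0.20, limma adjusted p = 0.332). The same held for *Ddit3*, taken for *DDT3*, at 25.3 ± 7.21 and 23.3 ± 3.75 FPKM (limma adjusted p = 0.803), and for *Ern1*, at 4.76 ± 0.490 and 4.96 ± 1.44 FPKM (limma adjusted p = 0.939). Quantile normalization and the length and GC correction reversed the direction of *Ern1*, and leaving out single libraries those of *Ddit3* and *Ern1*. Scaling to 1000000 changed the sign of *Atf4* and *Ddit3*, but by a shift common to all genes, relative to which both stayed higher.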

We found that two proapoptotic genes (*ATF4* and *TNFRSF10B*) were upregulated and two antiapoptotic genes (*FOS* and *CSF2B*) were downregulated in the MSTN-KO group compared to the rhabdo group. However, only one proapoptotic gene (*FOS*) was upregulated and three antiapoptotic genes (*ATF4*, *DDT3* and *ERN1*) were downregulated in the rhabdo group compared to the MSTN-KO group, as shown in Figure 5B.

### 2.6. Interactive miRNA–mRNA Network

A network was constructed with the STRING database to explore associations between miRNAs and DEGs. It was displayed with Cytoscape 3.6.1. 

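Of the 37 genes drawn in the miRNA–mRNA network of Figure 6A, 35 were analysed here, 2 of them under a newer symbol. *Ms4a4b* and *Fli1* were not analysed here. In the libraries labelled MSTN-KO, 31 of the 35 were lower and 4 higher than in WT. The limma adjusted p was under 0.05 for 30 of the lower genes, whose log2 fold changes lay between -1.27 and -0.59, and for 2 of the higher genes. The median log2 fold change was -0.75, with a median standard error of 0.17. By the criteria for DEGs, 4 were downregulated, namely *Npnt* (-1.27), *Nrarp* (-1.12), *Txnip* (-1.10) and *Fkbp1b* (-1.04), and *Fos* was upregulated. *Map1a* was higher by 0.49 (limma adjusted p = 0.0714) and passed after the length and GC correction. *Ptgr2* was lower but did not pass (limma adjusted p = 0.284). After the length and GC correction 31 genes were still lower, 29 of them with an adjusted p under 0.05. Of the 35 genes, 10 lie on chromosomes 1, 13 and 14, whose tested genes were lower as a whole.

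**Figure D2:**
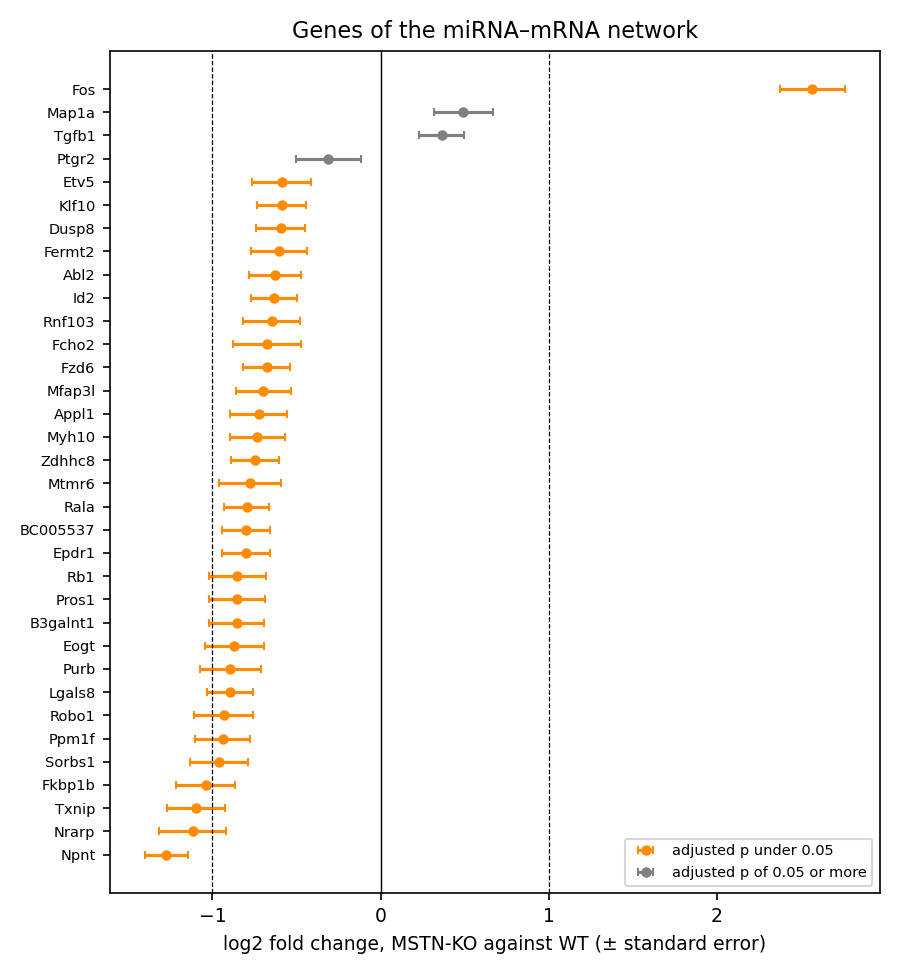
Log2 fold change between MSTN-KO and WT (x axis) of 34 network genes (y axis), with bars of 1 standard error from limma. Orange genes have an adjusted p under 0.05 and grey ones do not, and dashed lines mark the log2 fold changes of 1 and -1 that the DEGs had to pass.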

We found that seven miRNAs and 37 DEGs formed an interaction network. In this network, mmu-miR-301b-3p targeted most (28) of the DEGs. 

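*Rb1* (chromosome 14, 73183673 to 73325822) had 2.28 ± 0.624 FPKM (SD, n = 3) in the libraries labelled MSTN-KO and 4.85 ± 0.257 FPKM in WT, a log2 fold change of -0.85 (standard error 0.17, limma adjusted p = 0.00453). It stayed between -0.996 and -0.73 with each library left out. *Epdr1* (chromosome 13, 19591706 to 19619927) fell from 25.9 ± 0.198 to 14.6 ± 2.40 FPKM, a log2 fold change of -0.80 (standard error 0.14, limma adjusted p = 0.00207). Both are on chromosomes whose genes were lower as a whole, with medians of -0.29 on chromosome 14 and -0.34 on chromosome 13. Coexpression with *Fos* was not tested, since the 6 libraries form 2 separate clusters of 3.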

*TGFB1*, *RB1* and *EPDR1* were regulated by two miRNAs, and *TGFB1* and *RB1* were coexpression factors of the *FOS* gene. KEGG enrichment analysis revealed that 11 genes (the nodes marked yellow in the network) were involved in tumor formation, tumor development and mismatch repair, as shown in Figure 6A,B.

### 2.7. Identification and Validation of the Selected Genes and miRNAs

To verify the RNA-seq and miRNA-seq results, four mRNAs (*FOS*, *RB1*, *TGFB1* and *ID2*) and five miRNAs were selected and tested by qRT-PCR. We found that the expression levels of only *FOS* and *TGFB1* were significantly downregulated in the MSTN-KO group compared with the WT group (Figure 7A) which is consistent with the RNA-seq results. In contrast, the expression levels of five miRNAs (miR-301-3p, miR-130b-3p, miR-335-3p, miR-335-5p and miR-206-3P) were all significantly upregulated in the MSTN-KO group compared with the WT group, as shown in Figure 7B. 

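The qRT-PCR values were not analysed here, and the RNA-seq values of the same genes were as follows. *Tgfb1* (chromosome 7, 25687002 to 25705077) had 57.8 ± 5.17 FPKM (SD, n = 3) in the libraries labelled MSTN-KO and 44.8 ± 5.39 FPKM in WT. Its log2 fold change was 0.36 (standard error 0.13, limma adjusted p = 0.0751), and it was above 0 with each library left out, between 0.30 and 0.46. After the correction for gene length and GC content it was 0.31 and passed the threshold (limma adjusted p = 0.0426). *Id2* (chromosome 12, 25093799 to 25097140) had 38.7 ± 6.32 FPKM in MSTN-KO and 60.1 ± 1.04 FPKM in WT, a log2 fold change of -0.63 (standard error 0.14, limma adjusted p = 0.00663). For *Fos*, *Tgfb1*, *Rb1* and *Id2*, every MSTN-KO library lay on one side of every WT library (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). The paper reports lower *FOS* and *TGFB1* with higher miR-130b-3p and miR-335-5p in MSTN-KO cells. It also reports that mimics of either miRNA lowered both mRNAs in C2C12 cells. By its account *FOS* seemed more affected, and the decrease of *TGFB1* was not substantial. The paper adds that *FOS* was not a direct target of silencing by the DEMs. In addition, it cites a study in which a miR-335 mimic lowered *TGFB1* in gastric cancer cells. From these results the paper proposes that both miRNAs may limit excessive proliferation of muscle cells by lowering both mRNAs.

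**Figure D3:**
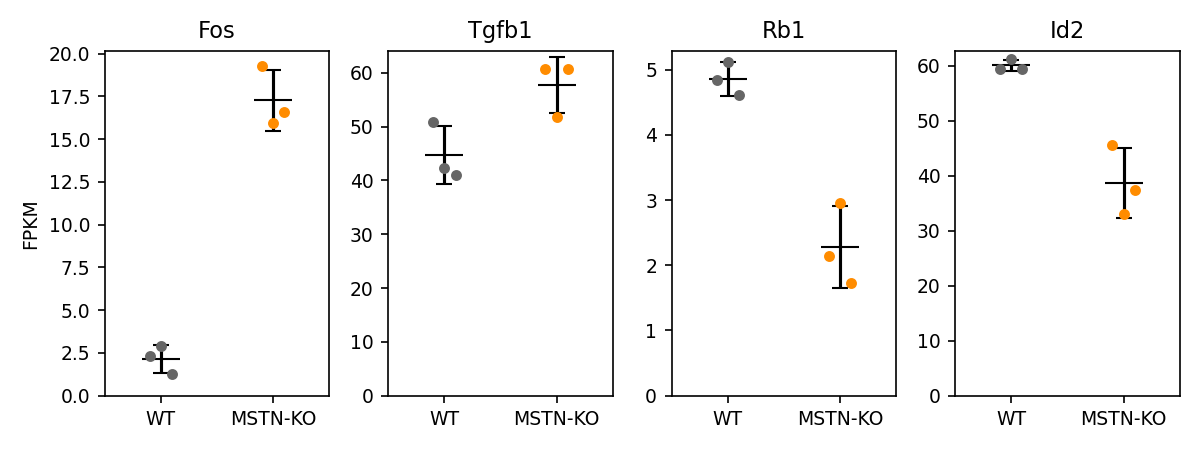
FPKM (y axis, from 0) of *Fos*, *Tgfb1*, *Rb1* and *Id2* in the 3 WT and 3 MSTN-KO libraries, each point 1 library, with the mean and SD as bars. *Fos* and *Tgfb1* lie higher and *Rb1* and *Id2* lower in the MSTN-KO libraries.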

Among them, the expression levels of miR-130b-3p and miR-335-5p increased the most obviously.

To further confirm the regulation of miR-130b-3p and miR-335-5p by the expression of *TGFB1* and *FOS*, we detected the mRNA expression levels of *TGFB1* and *FOS* in C2C12 cells transfected with the mimics of miR-130b-3p and miR-335-5p, respectively, under full medium conditions by qRT-PCR. We found both miRNAs could downregulate the mRNA levels of *TGFB1* and *FOS*; however, the *FOS* gene seems to be more affected by negative regulation from miRNA mimics than *TGFB1*. The expression trends of the two genes were consistent with those in the MSTN-KO cell line (Figure 7C).

## 3. Discussion

MSTN is a secreted growth factor of the TGF-β superfamily, expressed predominantly in skeletal muscle, that inhibits the growth and development of muscle. A lack of MSTN may result in a “double-muscled” phenotype. However, low expression or absence of MSTN leads to neither excessive muscle growth nor myosarcoma, which involves unrestricted muscle development. Previous studies have shown that *MSTN* is regulated by several miRNAs, such as miRNA-218 [25,28] and miR-27 [24,29]. Currently, the pathogenic mechanism of myosarcoma remains unclear and there is also a lack of effective therapeutic strategies for myosarcoma [30]. In our study, we discovered that *MSTN* expression was decreased with RMS overgrowth. Therefore, we sought to discover miRNAs in skeletal muscle cells that can be used to treat RMS proliferation using an MSTN-KO cell line. This was a trial study that may provide some useful suggestions for the treatment of myosarcoma.

Notably, the transcriptome patterns of the RMS group and the MSTN-KO group differed greatly and few upregulated and downregulated genes were shared between the two groups. The DEGs of the rhabdo group were not appreciably enriched in any pathway, indicating that it is not feasible to use pathway enrichment methods to find pathways for RMS activation and that cell proliferation and apoptosis in skeletal muscle are distinctly different from those in other tissues. In the MSTN-KO group *MSTN* was destroyed and this complete deletion of *MSTN* changed miRNA transcription, upregulating several miRNAs but downregulating only one miRNA. Therefore, we suspected there may be some other factors that also contribute to the change of gene expression. Our miRNA–mRNA targeting results showed that most of the downregulated mRNAs targeted by upregulated miRNAs were enriched in tumor pathways. However, the MSTN-KO cells would not form myosarcomas, but undergo normal apoptosis. The q-PCR results showed that the *TGFB1* and *FOS* genes were significantly decreased while respectively overexpressed miR-130b-3p and miR-335-5p in MSTN-KO cell lines. In addition, a previous study confirmed that the presence of an miR-335 mimic decreased the transcript expression levels of *TGFB1*, while the miR-335 inhibitor increased it in gastric cancer cell lines [31]. In general, our results showed that miR-130b-3p and miR-335-5p were significantly overexpressed in MSTN-KO cell lines and may restrict the excessive proliferation of skeletal muscle cells by suppressing the mRNA activity of *TGFB1* and *FOS*.

As the interaction network of upregulated and downregulated miRNAs displays, we found that *FOS*, *TGFB1*, *RB1* and *ID2* are important genes controlling proliferation and apoptosis in myosarcoma. Only *FOS* and *TGFB1* were significantly downregulated, as validated by q-PCR. According to the comparison of differentially expressed apoptotic genes between the RMS group and the MSTN-KO group, we found that the *FOS* gene was significantly downregulated in the MSTN-KO group, which was helpful in maintaining normal cell apoptosis [32,33]. *FOS*, also known as *c-fos* in previous studies, a proto-oncogene, is a negative regulator of MyoD expression and myoblast differentiation [34,35]. Overexpression of *c-fos* would inhibit myogenic differentiation [36] and the downregulation of *c-fos* is associated with the differentiation of myoblasts in culture triggered by the withdrawal of mitogens during myogenesis [37]. In addition, *c-fos* is also expressed during early bone differentiation [38,39] and regulates endochondral osteogenesis in bone formation and fracture healing [40,41]. Overexpression of *c-fos* plays an essential role during bone tumor formation [42,43]. In transgenic mouse models, the induction of *c-fos* expression using a ubiquitous promoter causes the development of bone tumors with 100% penetrance [38,44]. Our results show that the overexpression of miR-130b-3p and miR-335-5p indeed downregulate the *FOS* gene, so we hypothesized that the deletion of MSTN would indirectly maintain cell apoptosis and inhibit tumor proliferation through miR-130b-3p and miR-335-5p, although *FOS* was not directly silenced by the DEMs.

In contrast, *TGFB1* was simultaneously regulated by two miRNAs, which were the two most upregulated miRNAs, as verified by q-PCR. Another study indicated that cells treated with *TGFB1* [45,46] undergo the epithelial-to-mesenchymal transition (EMT), which is characterized by a loss of cell–cell contacts, the emergence of spindle-shaped fibroblast-like mesenchymal cells and the induction of the expression of mesenchymal cell markers, such as N-cadherin, fibronectin and vimentin [47]. However, EMT is one such multifaceted molecular program in malignant transformation causing loss of epithelial characteristics and gain in the mesenchymal phenotype [48]. EMT is believed to be a vital mechanism for carcinoma progression and is associated with aggressive behavior of cancer cells [49]. In particular, deregulating the *TGFB1* signaling would involve both the development of RMS and the loss of cell–cell adhesion, leading to aberrant cell migration and deregulated growth [50,51]. Moreover, *TGFB1* signaling is essential for articular cartilage homeostasis. *TGFB1* is rapidly upregulated by mechanical loading and it stimulates proteoglycan synthesis and blocks the expression of chondrocyte hypertrophic genes [52]. However, *TGFB1* signaling is deregulated in osteoarthritis and high concentrations of *TGFB1* can be found in the synovial fluids of patients with this disease [53]. High levels of *TGFB1* result in the preferential activation of the SMAD1/5/8 pathways instead of the SMAD2/3 pathways and cause the upregulation of genes involved in fibrogenesis and hypertrophy, leading to synovial fibrosis and osteophyte formation [54]. What puzzled us is that although *TGFB1* was targeted by miRNAs, the overexpression of miRNA mimics did not cause a substantial decrease of *TGFB1*. Therefore, we speculate that miRNA’s regulatory role on *TGFB1* in muscle cells is only to limit the over-proliferation of myoblasts and prevent the occurrence of tumors.

In our study, we elucidated a potential pathway of miRNA activation induced by the complete loss of MSTN. The activated miRNAs may inhibit excessive proliferation and promote apoptosis in skeletal muscle cells and suppress some tumorigenic genes. These data may greatly contribute to the development of RMS treatments utilizing these candidate miRNAs.

## 4. Materials and Methods

### 4.1. Preparation of Cells and Cell Culture

In this study, we selected mouse myoblasts (C2C12 cells), which were preserved in our laboratory (Jilin university, Changchun, China), as the experimental cells. The C2C12 cells were cultivated in basal medium containing Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Grand Island, New York, USA) with 10% fetal bovine serum.

### 4.2. Construction of Plasmids and KO of MSTN

We selected the plasmid px330 as the vector backbone for this research and ligated the sgRNA we designed into the plasmid. Two complementary sgRNA oligo DNAs were combined, annealed to form double-stranded DNA in the presence of 10× NEB standard Taq buffer and cloned into the BbsI sites of the px330 plasmid to form the intact targeting vector. The MSTN gene fragment was knocked out in cells by electrotransfection. Approximately 3 × 106 PFFs were floated in 250 µL of Opti-MEM (Gibco, Grand Island, New York, USA) and electroporated using BTX ECM 2001 in 2-mm gap cuvettes. The parameters for electroporation were as follows: 300 V, 1 ms, three pulses for one repeat, as previous study described [55]. In different electroporation experiments, 25 µg of the corresponding plasmids (with or without 3 µM oligonucleotides) was used. The cells were assessed by fluorescence microscopy (Olympus BX51, Olympus, Tokyo, Japan) under appropriate excitation filters after observation at 24 h post-electroporation. Cells exhibiting the green fluorescent label were collected using trypsin digestion. The harvested cells were washed twice, then resuspended with 300 µL of PBS and analyzed using a BD Accuri C6 flow cytometer (BD, Franklin Lakes, NJ, USA).

### 4.3. Data Collection

RNA was extracted from two groups of C2C12 cell lines (the KO group and the WT group) using standard chloroform extraction. Subsequent sequencing of a total of six samples (three replicates of the KO group and three replicates of the WT group) was performed on an Illumina HiSeq 2500 system (Illumina, San Diego, CA, USA). Raw and processed RNA-seq data and miRNA-seq data were deposited at GSE124195 and GSE124194. In addition, the sample data of RMS were obtained from the GSE29775 dataset from NCBI’s GEO database. The control group and RMS group contain three repetitions each.

### 4.4. Differentially Expressed Gene (DEG) Analysis

We acquired expression information from RNA-seq data and miRNA-seq data for both the KO and WT cell groups based on the fragments per kilobase of exon per million fragments mapped (FPKM) values. To identify DEGs and DEMs, we used iDEP software (http://bioinformatics.sdstate.edu/idep/) and set the cutoff criteria as a *p*-value < 0.05 and a logFC >1 or <−1. Then, we used TBtools 0.6654 [56] to identify up- or downregulated DEMs overlapping with down- or upregulated DEGs, respectively.

### 4.5. Gene Enrichment Analysis

The online platform WebGestalt [57] was used to perform gene pathway enrichment analysis. All obtained DEGs were submitted as a list. We analyzed the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of significant terms to observe the enriched pathways for the DEGs. A *p*-value < 0.05 was considered statistically significant in screening the enrichment results. In addition, all DEMs were also submitted to WebGestalt to determine their enriched KEGG pathways with a cutoff *p*-value of <0.05.

### 4.6. Construction of a miRNA–mRNA Interactive Network

The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (https://string-db.org/cgi/input.pl) was used to construct protein–protein interaction (PPI) networks of DEGs in the MSTN-KO group. Prediction of multiple miRNA targets was performed with the online program NetworkAnalyst [58]. The miRNA–mRNA network was analyzed and visualized with Cytoscape 3.6.1.

### 4.7. Identification and Validation of mRNAs and miRNAs by qRT-PCR

To confirm our results, qRT-PCR analyses were conducted with the selected mRNAs and miRNAs likely to play important roles in the interaction network. RNA was carefully isolated from cells using TRIzol reagent and 2 micrograms of total RNA was reverse transcribed using a Quantscript RT Kit (Tiangen, Beijing, China). The resulting first strand cDNA was diluted 5-fold and used as the template for qRT-PCR analysis with an iCycler iQ Real-Time PCR Detection System (BIO-RAD Laboratories, Richmond, CA, USA). GAPDH and U6 snRNA served as the reference genes in the mRNA and miRNA groups, respectively. The primer sequences designed for the target mRNAs and miRNAs are listed in Table 2.

To further explore whether the *FOS* and *TGFB1* genes were downregulated by miR-130b-3p and miR-335-5p, we attempted to overexpress the two miRNA in WT cell lines and detect the expression levels of *FOS* and *TGFB1* genes. Lipofectamine 2000 reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA) was used to transiently transfect the miR-130b-3p and miR-335-5p mimics (Ruibo, Guangzhou, China) into C2C12 cells as per the manufacturer’s instructions. Briefly, cells were seeded in a 6-well plate with 2 × 105 cells per well and transfected with 30 nM of mimics of miR-130b-3p (5′-CAGTGCAATGATGAAAGGGCAT-3′) and miR-335-5p (5′-TCAAGAGCAATAACGAAAAATGT-3′) (New human and mouse microRNA genes found by homology search) until 70% confluence was reached. Thirty nmol of a random sequence of miRNA molecules were used as negative controls. After transfection, cells were added to pre-warmed media and immediately placed in an incubator at 37 °C in a 5% CO_2_ atmosphere. Cells were harvested at 48 h after transfection for functional assays.

## Figures and Tables

**Figure 1:**
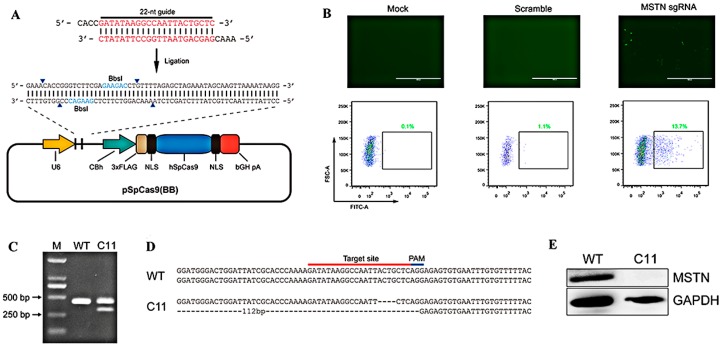
Preparation and validation of knockout (KO) cells. (**A**) Schematic of the recombinant plasmid. The plasmid was designed with the enzyme restriction sites after the U6 promoter. (**B**) Fluorescence microscopy images of cells. From left to right: mock group, scramble group and myostatin (MSTN) sgRNA group (scale bar = 1000 μm). (**C**) Electrophoretogram of the results of cell validation by PCR. (**D**) Wild-type (WT) and C11 sequences. C11 cells have a deleted section due to the sgRNA. (**E**) Identification of MSTN protein levels in WT and C11 cells by Western blot analysis. There was no MSTN protein expression in C11 cells.

**Figure 2:**
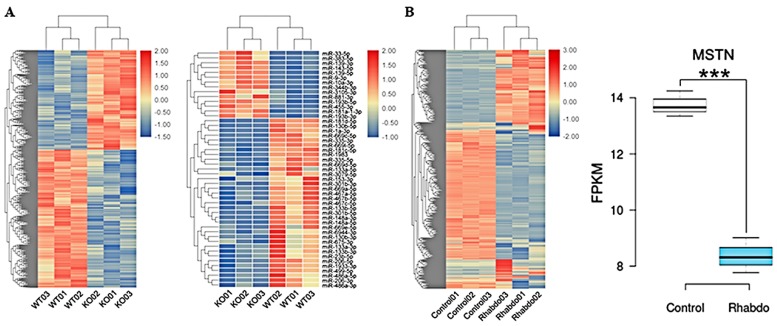
Differentially expressed genes (DEGs) and differentially expressed miRNAs (DEMs) in KO cell lines. (**A**) Heatmap hierarchical clustering revealed the presence of DEGs and DEMs in the MSTN-KO groups compared with the control groups. (**B**) Expression of DEGs displayed by heatmap hierarchical clustering and the expression levels of MSTN in the control groups and the rhabdo groups. *** *p* < 0.001.

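Over the log2 values, the first principal component held 63.6% of the variance and parted the groups, with scores from -26.0 to -23.1 in the WT libraries and from 16.6 to 31.5 in the MSTN-KO libraries. The second held 14.0%. Spearman's rho across genes, which are not independent replicates, was 0.986 to 0.990 between WT libraries, 0.985 to 0.988 between MSTN-KO libraries and 0.970 to 0.978 between libraries of different groups. Among the 1768 genes with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between groups, *Col6a2* and *Col6a1* rose most in the libraries labelled MSTN-KO. *Col6a2*, on chromosome 10 from 76595762 to 76623630, had 58.2 ± 11.1 FPKM (SD, n = 3) in MSTN-KO and 1.40 ± 0.236 FPKM in WT, a log2 fold change of 4.61 (standard error 0.16, limma adjusted p = 2.58e-09). *Col6a1*, its neighbour from 76708792 to 76726168, had 149.8 ± 30.7 and 6.26 ± 0.895 FPKM, a log2 fold change of 4.36. The log2 fold changes of *Lrmda*, *Cxcl1* and *Mgst1* were 3.90, 3.47 and 3.34, and *Lrmda* varied most between replicates, at 29.6 ± 20.0 FPKM in MSTN-KO. *Gzmd*, on chromosome 14 from 56129556 to 56132608, fell most, from 94.9 ± 7.09 FPKM in WT to 2.01 ± 0.791 FPKM in MSTN-KO, a log2 fold change of -5.03 (standard error 0.18, limma adjusted p = 2.58e-09). Granzyme genes are close paralogs, and the authors' counting could have split reads between them. *Ptgis*, *Mcpt8*, *Slc16a3* and *Mylpf* followed with log2 fold changes of -4.87, -4.24, -4.06 and -4.02. *Mylpf* differed between the WT replicates, at 419, 399.9 and 115 FPKM.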

**Figure 3:**
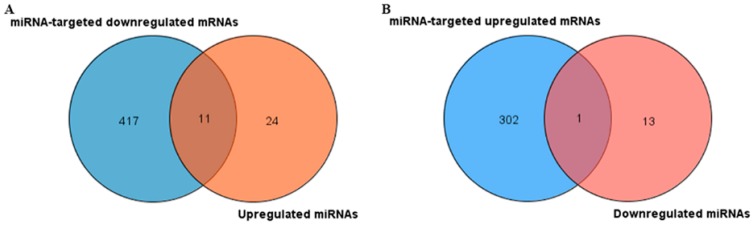
Identification of miRNAs involved in mRNA regulation. (**A**) Thirty-five upregulated miRNAs were identified, 11 of which led to the downregulation of target DEGs. (**B**) Fourteen downregulated miRNAs were identified, only one of which led to the upregulation of target DEGs.

**Figure 4:**
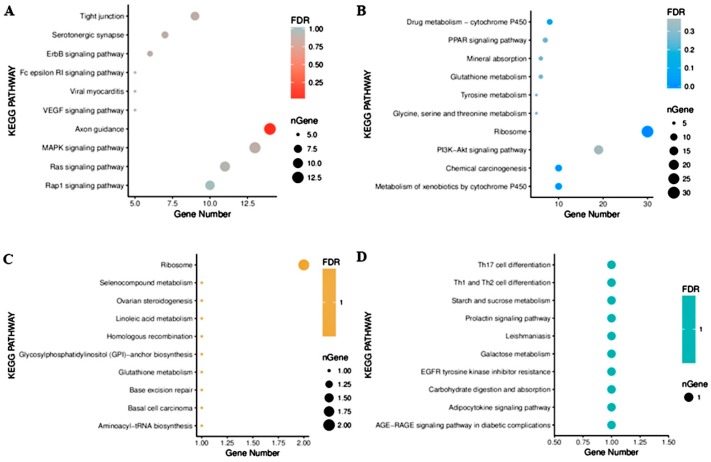
Functional enrichment analysis of DEGs and DEMs. (**A**) Significantly enriched pathways for the upregulated DEGs were ranked by *p*-values. (**B**) Pathways in which the downregulated DEGs were significantly involved. (**C**,**D**) Pathways in which the upregulated or downregulated DEMs were significantly enriched.

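The xenobiotic metabolism families (glutathione S-transferases, cytochromes P450, UDP-glucuronosyltransferases, alcohol and aldehyde dehydrogenases) had 33 tested genes. Of these, 7 were upregulated DEGs in the libraries labelled MSTN-KO, namely *Aldh3a1*, *Gsta2*, *Gsta4*, *Gstm1*, *Mgst1*, *Mgst2* and *Ugt1a9* (odds ratio 23.2, p = 1.06e-07, adjusted p = 1.06e-06, one-sided Fisher's exact test). Another 0 were downregulated DEGs, although 5 of the 33 genes were lower and 1 of these had an adjusted p under 0.05. Under the alternatives tried, the number upregulated was 6 to 10 and the number downregulated 0, or 1 with a pseudocount of 0.1. Members of the Gsta and Ugt1a families are near-identical in parts, so the split of reads between them is uncertain.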

**Figure 5:**
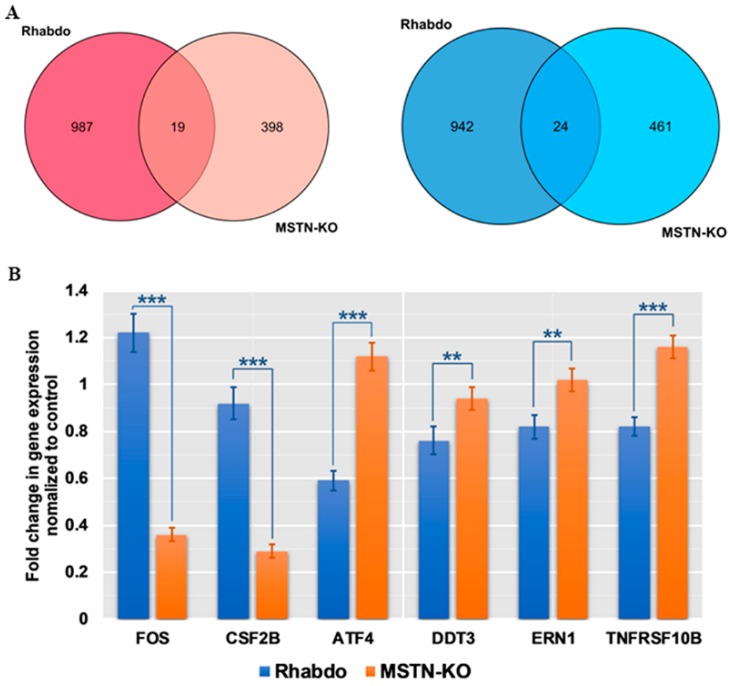
Expression analysis of DEGs between the MSTN-KO and rhabdo groups. (**A**) Overlapping DEGs between the MSTN-KO and rhabdo groups. (**B**) Apoptosis-related gene expression differences between the KO and rhabdo groups. All data are shown as the mean ± SEM. Two-tailed Mann–Whitney *U* tests were used for pairwise comparisons between groups. ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
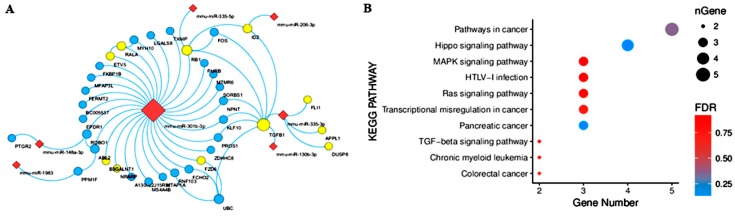
miRNA–mRNA network in the MSTN-KO group. (**A**) Interactive network of upregulated miRNAs and downregulated mRNAs in the MSTN-KO group. (**B**) KEGG pathway enrichment of DEGs in the miRNA–mRNA network.

**Figure 7:**
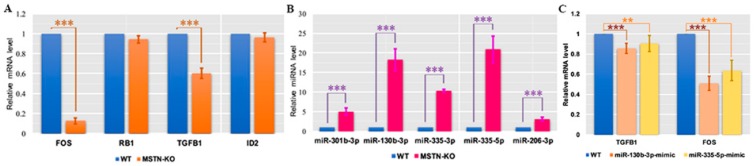
Expression of selected genes and miRNAs in the WT and MSTN-KO groups. (**A**,**B**) Expression levels of four DEGs and five DEMs in the WT and MSTN-KO groups measured by qRT-PCR and normalized to GAPDH and U6 snRNA expression levels, respectively. (**C**) Expression levels of *TGFB1* and *FOS* in WT, miR-130b-3p mimics and miR-335-5p groups. The experiments were performed in triplicate with three biological replicates for each gene or miRNA. All data are shown as the mean ± SEM. Two-tailed Mann–Whitney U tests were used for pairwise comparisons between groups. ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Overlapping miRNAs regulating target DEGs.

Group of miRNAs	Overlapping miRNAs	
Upregulated	mmu-miR-148a-3p	mmu-miR-130b-3p
	mmu-miR-133a-3p	mmu-miR-1933-3p
	mmu-miR-301b-3p	mmu-miR-335-5p
	mmu-miR-675-3p	mmu-miR-1a-3p
	mmu-miR-1983	mmu-miR-335-3p
	mmu-miR-206-3p	
Downregulated	mmu-miR-139-5p	

**Table 2:** Primers for the target mRNAs and miRNAs.

*mRNA*/*miRNA*	Forward Primer	Reverse Primer
*FOS*	CGGGTTTCAACGCCGACTA	TGGCACTAGAGACGGACAGAT
*TGFB1*	CCACCTGCAAGACCATCGAC	CTGGCGAGCCTTAGTTTGGAC
*RB1*	TCGATACCAGTACCAAGGTTGA	ACACGTCCGTTCTAATTTGCTG
*ID2*	TCCGGTGAGGTCCGTTAGG	CAGACTCATCGGGTCGTCC
*GAPDH*	AGGTCGGTGTGAACGGATTTG	GGGGTCGTTGATGGCAACA
*miR-301b-3p*	CAGCAGTGCAATAGTATTGTCA	AGGTCCAGTTTTTTTTTTTTTTTCAA
*miR-130b-3p*	CAGCAGTGCAATGATGAAAG	CAGGTCCAGTTTTTTTTTTTTTTTATG
*miR-335-3p*	CGCAGTTTTTCATTATTGCTCCT	GGTCCAGTTTTTTTTTTTTTTTGGT
*miR-335-5p*	GCAGTCAAGAGCAATAACGA	CAGGTCCAGTTTTTTTTTTTTTTTACA
*mir-206-3p*	GCAGTGGAATGTAAGGAAGT	CCAGTTTTTTTTTTTTTTTCCACACA
*U6 snRNA*	CACCACGTTTATACGCCGGTG	CACCACGTTTATACGCCGGTG

## Abbreviations

MSTN	myostatin
RMS	rhabdomyosarcoma
MSTN-KO	MSTN-knockout
DEGs	differentially expressed genes
DEMs	differentially expressed miRNAs
KEGG	Kyoto Encyclopedia of Genes and Genomes
WT	wild-type
FPKM	fragments per kilobase of exon per million fragments mapped
STRING	Search Tool for the Retrieval of Interacting Genes/Proteins
PPI	protein–protein interaction

How the deposited data were processed for this re-analysis (not part of the article)

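RNA-seq was analysed for 3 WT and 3 MSTN-KO libraries of C2C12 cells, grouped by the genotype in the sample labels. The authors sequenced RNA on an Illumina HiSeq system, computed FPKM per gene and library, and deposited these FPKM values, one library per file. The paper's text does not name the aligner, the genome build, the annotation or a filter on genes. FPKM divides the fragments on a gene by its length and by the fragments of its library, so a few highly expressed genes that take more of a library lower the values of all others. Replicates were not pooled. The rhabdo and control groups and the miRNA-seq were not analysed here.

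Gene symbols, positions, lengths and GC content came from the GENCODE M21 annotation of GRCm38. Of the 14548 gene identifiers, 14454 had a symbol and 14445 (99.3%) had a length and GC content. Older symbols used in the paper were matched through a table of RefSeq genes. The sequence of the target site and the values of 1 of the analysed network genes are not reported here. The depth relative to WT replicate 1 was estimated from 452 to 650 genes under 0.1 FPKM, with intervals from 200 bootstrap draws. This estimator was the third tried, after the first pair gave unstable results. The FPKM files allow no absolute depth, so counting error could not be given per gene.

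The log2(FPKM + 1) values of genes with at least 1 FPKM in at least 1 library were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient for the group and eBayes with a trend. DEGs had an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, as in the paper's methods, which name iDEP without its pseudocount and filter. Single genes were judged by the Benjamini-Hochberg adjusted p at 0.05. The genes named are those the paper names for MSTN-KO cells, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, no overlap between the groups and a mean of at least 1 FPKM. Exact permutation tests covered all regroupings of the 6 libraries. Families were tested with one-sided Fisher's exact tests and with camera. Family and chromosome medians were set against 10000 and 2000 random lists, matched on mean expression in 20 bins. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

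The alternatives were a pseudocount of 0.1, no filter or a filter on the mean, no trend, adjusted p, quantile normalization, scaling by the percentile 75 or to a sum of 1000000, a correction of each library for gene length and GC content by a smooth from mgcv 1.9.3, the replicate number as a block with and without that correction, camera, and leaving out each library. The pairing comes from the replicate numbers in the sample labels. Further pseudocounts and filters were added after the values had been seen. DEG calling was tested on simulated data of 10609 genes with 200 changed by 2 on the log2 scale. It recovered 100% of them (99.5% at the adjusted p), and 15 unchanged genes were called (3 at the adjusted p). The changed genes were drawn only from genes with higher mean FPKM, and the noise was normal. Recovery of changes in genes with low FPKM was therefore not tested. In a test of the random lists, a list of 300 genes shifted by -0.3 fell at percentile 0, and 97% of 100 unshifted lists lay inside the range.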

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

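In this part, the tests of culture state at harvest, of gene length and GC content and of the largest single-gene changes were chosen only after the result was seen. All 3 MSTN-KO libraries come from the line C11, so no test here parts the loss of MSTN from other differences between that line and the WT cells.

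The paper does not report on muscle differentiation genes. A list of 25 such genes had a median log2 fold change of -2.14 in the libraries labelled MSTN-KO, and all 25 were lower, 24 of them with a limma adjusted p under 0.05. *Myog* was at 175, 147.6 and 47.3 FPKM in the WT replicates and at 7.33, 10.2 and 11.6 FPKM in the MSTN-KO replicates. A shift of the MSTN-KO line toward differentiation was tested by the list's place among 10000 matched random lists, and the median lay at percentile 0, the opposite of such a shift. The median was -2.19 after the length and GC correction. Across genes, that correction brought Spearman's rho of the fold change from -0.251 to -0.0454 with length and from 0.298 to 0.0647 with GC content. It left the list's median no smaller in size. However, it removes only trends shared by all genes, which are too weak to take away a median of this size. The test therefore does not decide on length and GC content for these genes. The list's median was negative under every scaling, -2.44 after scaling to 1000000, which alone moves the median of all genes by -0.26. Relative to the WT mean, WT replicate 3 had a median deviation of -0.89 over the list, while WT replicates 1 and 2 had 0.27 and 0.51 and the MSTN-KO replicates -2.26, -2.19 and -2.01. Cultures of the same genotype therefore differed in these genes, and the difference between the groups cannot be told apart from one in how far the cultures had differentiated at harvest.

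Genes on chromosomes 13, 14 and 1 were lower as a whole in the libraries labelled MSTN-KO. The median log2 fold changes were -0.34 on chromosome 13 (410 genes, 82.0% lower), -0.29 on chromosome 14 (367 genes, 82.0% lower) and -0.25 on chromosome 1 (627 genes, 79.4% lower), while the other chromosomes lay between -0.11 and 0.15. After the length and GC correction the medians were -0.28, -0.25 and -0.19, still below matched random lists. The shift ran along each of them, with medians in 4 successive stretches of nearly equal numbers of genes of -0.56, -0.34, -0.31 and -0.32 on chromosome 13, from -0.34 to -0.24 on chromosome 14 and from -0.31 to -0.22 on chromosome 1. Copy number differences of the MSTN-KO line may be an explanation. However, these chromosomes were picked for their low medians, and 15 of 20 chromosomes were outside their random lists, and 14 after the correction, so the test cannot tell copy number from other causes. Genomic DNA was not analysed here.

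*Mest*, which contains miR-335, had a log2 fold change of -2.84 (limma adjusted p = 1.29e-06), from 17.9 ± 3.45 FPKM (SD, n = 3) in WT to 1.69 ± 0.735 FPKM in MSTN-KO. It was taken up because Table 1 gives miR-335-5p as upregulated. The test of whether its transcription rises with the miRNA gave the opposite direction, and every MSTN-KO library was below every WT library.

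The largest single-gene changes are of genes the paper does not discuss. *Col6a2*, *Col6a1*, *Lrmda*, *Cxcl1* and *Mgst1* had log2 fold changes of 4.61, 4.36, 3.90, 3.47 and 3.34, and *Gzmd*, *Ptgis*, *Mcpt8*, *Slc16a3* and *Mylpf* of -5.03, -4.87, -4.24, -4.06 and -4.02. After the length and GC correction the smallest of the 10 changes was 3.33 in size. The largest limma adjusted p of the 10 was then 0.0013. Median log2 fold changes of genes grouped by length ran only from 0.21 in the shortest group to -0.14 in the longest. The trend with length across all genes was thus far smaller than these 10 changes. The correction removes only such shared trends. It could not have removed changes of this size, so it does not decide on their cause. *Gzmd* and *Mcpt8* are neighbours on chromosome 14. Among the 18 tested genes within 500000 bases of *Gzmd*, 5 were downregulated DEGs and 0 were upregulated, among them *Ripk3* with a log2 fold change of -3.70, which was listed at 0 FPKM in each MSTN-KO library. *Mylpf* belongs with the muscle genes that differed between WT replicates. The tested paralogs beside *Gzmd* and *Mcpt8* fell as well, with log2 fold changes of -1.04 for *Gzmc* and -1.73 for *Mcpt1*.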

How the results depend on the processing

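No test in this part was chosen after the result was seen, but the alternatives with pseudocounts under 0.1, and with 2 choices changed together apart from the replicate block, were. The other alternatives, the designs and the rule for named genes were set before the data were examined. A further alternative, count-based tests, was not run because the values are FPKM. The causes of the changes were not tested.

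The number of upregulated DEGs was 131 and that of downregulated DEGs 249. With a pseudocount of 0.1 they were 254 and 500, and with scaling to 1000000 92 and 510. Across the 6 fits that each left out one library they were 129 to 166 and 231 to 301. With the replicate block they were 132 and 250, and the mean r of same-numbered libraries was -0.0951. The alternatives chosen after seeing the data gave, without the filter, 374 and 748 (pseudocount 0.1), 490 and 1028 (0.01) and 476 and 1006 (0.001). With the filter they gave 277 and 537 (0.01) and 279 and 538 (0.001), and with a mean of at least 1 FPKM 185 and 379 (0.1), 201 and 402 (0.01) and 202 and 403 (0.001). Since the files hold no fragment counts, the counting error of low genes in these numbers is unknown.

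Axon guidance families held 2 upregulated DEGs, 4 with a pseudocount of 0.1 (Fisher's exact test, unadjusted p = 0.0332) and 3 with quantile normalization (p = 0.0472). They held 1 with scaling to 1000000 (Fisher's exact test, p = 0.359) and 1 to 2 with a library left out. PI3K-Akt families held 5 downregulated DEGs, 11 with a pseudocount of 0.1 (Fisher's exact test, p = 0.0326), 8 with the length and GC correction, with and without the replicate block, and 5 to 7 with a library left out. Without WT replicate 2 they held 7 and passed (Fisher's exact test, p = 0.0303), and with scaling to 1000000 they held 10 and did not (p = 0.0762). Ribosomal protein genes among downregulated DEGs stayed at 0, also with each library left out. With all 6 libraries and the FPKM as deposited, at pseudocount 1 and without correction, 0 of the 79 were lower. The 7 upregulated xenobiotic genes were 7 to 8 with a library left out. Camera gave the direction opposite to the paper's for all 4 families. Camera's p was 0.158 for axon guidance and 0.314 for PI3K-Akt, which did not pass. It was 1.57e-22 for ribosomal proteins and 8.28e-09 for xenobiotic metabolism. Camera used its preset correlation between genes, not one estimated from these libraries. For families whose genes vary together, its p-values may therefore be far too small.

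*Atf4* reversed to -0.089 with scaling to 1000000, and *Ddit3* to -0.19, both above the shift of all genes under that scaling. *Ddit3* ranged from -0.046 to 0.34 with a library left out. *Ern1* reversed to 0.086 with quantile normalization and to 0.058 with the length and GC correction, with and without the replicate block, and ranged from -0.16 to 0.16 with a library left out. Over 50 named genes, 473 of 499 comparisons with other alternatives kept direction and call, 17 were weaker, 4 stronger and 5 reversed. With a library left out, 265 of 300 kept both, 27 were weaker, 3 stronger and 5 reversed.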

Differences from the paper's values

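No test in this part was chosen after the result was seen. The paper's number of upregulated DEGs is 721, against 131 here. None of the alternatives set before the data were examined came within 1.5 times of it. A pseudocount of 0.01 with no filter, chosen after seeing the values, gave 490. The paper's number of downregulated DEGs is 515, against 249 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 500 and scaling to 1000000, which lowers the median of all genes, gave 510, and the others did not come within 1.5 times. Alternatives chosen after seeing the values also did. These were a pseudocount of 0.1 with no filter (748) and with a mean FPKM of at least 1 (379), of 0.01 (537) and with that mean (402), and of 0.001 (538) and with that mean (403). The paper's total is 1236 DEGs, against 380 here. None of the alternatives set before the data were examined closed the gap, while pseudocounts of 0.1, 0.01 and 0.001 with no filter, chosen after seeing the values, gave 1122, 1518 and 1482.

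Figure 5A gives other numbers of DEGs for the MSTN-KO group, about 420 upregulated and about 490 downregulated (Fig. 5A, read by eye), against 131 and 249 here. For the upregulated DEGs, none of the alternatives set before the data were examined closed the gap, while pseudocounts of 0.1, 0.01 and 0.001 with no filter, chosen after seeing the values, gave 374, 490 and 476. For the downregulated DEGs, the pseudocount of 0.1 (500) and scaling to 1000000 (510) closed it, the latter with a shift that lowers the median of all genes. Among the alternatives chosen after seeing the values, so did a mean FPKM of at least 1 with pseudocounts of 0.1 (379), 0.01 (402) and 0.001 (403), and pseudocounts of 0.01 (537) and 0.001 (538).

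The paper's network holds 37 DEGs, drawn as downregulated mRNAs, against 4 downregulated DEGs among those genes here. With a pseudocount of 0.1 there were 12 and with scaling to 1000000 there were 19, and the other alternatives set before the data were examined gave 2 to 7, so none closed the gap. Those added later gave 12 each.

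The paper's text compares these apoptotic genes between the MSTN-KO and rhabdo groups, and the axis of Figure 5B gives each group's fold change normalized to control, which was taken as WT here. The paper's fold change of *FOS* in the MSTN-KO group is about 0.36 (Fig. 5B, read by eye), against 8.03 for the ratio of mean FPKM here. For *CSF2B* it is about 0.29 (Fig. 5B, read by eye), against 8.33 for *Csf2rb*. For *TNFRSF10B* it is about 1.2 (Fig. 5B, read by eye), against 0.729. Of the alternatives set before the data were examined, those that change the FPKM means (scaling by the percentile 75, scaling to 1000000 and leaving out each library) closed none of these gaps. The ratios of mean FPKM were not computed under the other alternatives, which act on the log2 values or on the test.

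The paper also states directions that differ here. It gives *FOS* and *TGFB1* as downregulated, and here *Fos* had a log2 fold change of 2.57 and *Tgfb1* of 0.36. The rise of *Tgfb1* did not pass (limma adjusted p = 0.0751). It gives the ribosome pathway as enriched in downregulated genes, and here all 79 ribosomal protein genes were higher, with a median of 0.56. Figure 4B lists xenobiotic metabolism among the pathways of downregulated genes, and here 7 genes of these families were upregulated DEGs and 0 downregulated (1 with a pseudocount of 0.1), with 1 lower at an adjusted p under 0.05.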

Other observations

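In this part, the tests of gene length and GC content, of the chromosomes of network genes, of exchanged labels and of genes containing miRNAs other than *Mest* were chosen only after the result was seen.

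The labels gave 380 DEGs. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 of 4, the real one, gave as many, and the other 3 gave 16, 14 and 4. The remaining 6 splits part 1 pair and gave 4 to 14. With so few splits the share cannot fall under 0.05 whatever the data, so this count does not settle whether such a number arises by chance. At the adjusted p the real split gave 373 DEGs and each other split 0 or 1, with 57 to 679 genes at an unadjusted p under 0.05 in the other splits and 3531 in the real one.

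Several results point against the paper's directions, and exchanged group labels may be a candidate explanation. For *Csf2rb* and *Tnfrsf10b* the paper's text gives directions only against the rhabdo group. Their directions against WT were therefore taken from Figure 5B. *Tnfrsf10b* was lower here, against that figure, but its call was lost when any library was left out. *Fos*, *Csf2rb* and *Tgfb1*, the ribosomal protein genes and the xenobiotic families were higher in the libraries labelled MSTN-KO. Of these, *Tgfb1* did not pass (limma adjusted p = 0.0751). Against this, 31 of the 35 network genes were lower there, the direction the paper gives, and *Mstn* RNA was too low in all libraries to decide. A test on genes containing the miRNAs of Table 1 gave 4 genes with values. All 4 moved against the direction in Table 1, 3 of them with an adjusted p under 0.05, and *Ugp2*, which contains miR-1933, had a log2 fold change of -0.61 (limma adjusted p = 0.0745). The gene that contains miR-301b and miR-130b (ENSMUSG00000049916) fell from 5.47 to 0.341 FPKM (log2 fold change -2.27, limma adjusted p = 8.97e-07), and *Mest* had -2.84. *Gm45837*, which contains miR-139, rose from 2.73 to 14.1 FPKM (log2 fold change 2.02, limma adjusted p = 1.87e-06), and it overlaps *Pde2a*, so the reads may belong to either. A miRNA level need not follow its host gene. Exchanged labels would reverse the network genes too, so by themselves they do not account for all of these directions. The other sets named here go with an exchange, which is therefore neither shown nor excluded.

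Ribosomal protein genes had a median log2 fold change of 0.56, above all 10000 matched random lists (0.21 to 0.36 with 2.5% of the lists left out at each end). They are short, with a median transcript of 1094 bases against 3361 for all genes, and fold changes fell with length, from a median of 0.21 in the shortest of 10 groups of genes to -0.14 in the longest. Across 10784 genes, which are not independent replicates, Spearman's rho of the fold change was -0.251 with length and 0.298 with GC content, and -0.0454 and 0.0647 after the correction. The ribosomal median after the correction was 0.45, so length and GC content do not fully account for it. Relative to the shift of all genes, it was 0.53 with scaling to 1000000. Mitochondrial ribosomal protein genes had a median of 0.24, which is -0.04 with scaling to 1000000, or 0.22 relative to the shift of all genes under that scaling.

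A list of 25 proliferation genes was tested for reduced cycling of the MSTN-KO line. Its median log2 fold change of 0.02 lay at percentile 10.05 of matched random lists, inside their range, and it flips to -0.04 with quantile normalization. With scaling to 1000000 it was -0.0054 relative to the shift of all genes. No reduction was detected in this list.

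The network genes lie on chromosomes 1, 13 and 14 more often than other tested genes, 10 of 35 (28.6%) against 13.0% of all tested genes (one-sided Fisher's exact test, odds ratio 2.70, p = 0.0111). Copy number differences of the MSTN-KO line may contribute to their lower values. Among the 793 other genes with a limma adjusted p under 0.05 and a log2 fold change between -1.27, the lowest of the network genes, and 0, however, 278 (35.1%) lie there, and the paper chose the network genes as lower, so the test cannot tell the explanation from that choice.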
